A study of Mus musculus with 6 samples. Its data were reported in "Ginsenoside Rk2 alleviates hepatic ischemia/reperfusion injury by enhancing AKT membrane translocation and activation" (2025).

How the data were processed

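Liver RNA was sequenced from male C57BL/6 mice aged 8 to 10 weeks that had undergone warm ischemia and reperfusion (I/R) of 75% of the liver. Per the labels, 3 mice had received vehicle (I/R) and 3 had received ginsenoside Rk2 (I/R+Rk2), a steroidal saponin derived from ginseng, given 2 days before the operation and again when blood flow was restored. Libraries were made from 250 ng of RNA per liver with an MGI kit. The 6 libraries carry replicate numbers 1 to 3 within each group, and no sham-operated liver was analysed here.

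The authors aligned the reads with HISAT2, handled the alignments with SAMtools and assembled expression values with StringTie. The genome build, the annotation and the strand setting were not stated. They deposited a table of whole-number counts per gene, with 15454 rows, and a table of FPKM (fragments per kilobase of transcript per 1000000 mapped fragments), with 21948 rows. Every gene of the count table had at least 1 count in some library, and 6476 of the 6494 FPKM rows whose names were not in the count table were at 0 in all 6 libraries. Every column of per-library values was matched to a sample by its name.

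Some properties of the deposited counts limit genes with few reads. For the 2021 genes with a single transcript in GENCODE M21, FPKM multiplied by transcript length was set against the count. Over counts of 1 to 20, rounding up the value that the FPKM implied returned the count for 79.7% to 82.3% of genes per library, rounding to the nearest whole number for 56.6% to 65.0%, and rounding down for 19.0% to 27.5%. The counts therefore look like StringTie's estimated read numbers rounded up to whole numbers rather than directly counted reads, which inflates the lowest counts. Gene names had passed through a spreadsheet in part: 21 rows of the count table carry a date in place of a name, 3 of them past the threshold described below, and they are named nowhere here. Rows that repeat a name (2 in the count table, 25 in the FPKM table) were kept as separate rows.

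The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings, which left 12411 genes. Libraries were scaled by trimmed mean of M values (TMM), dispersions were estimated with estimateDisp, and I/R+Rk2 was compared with I/R by the quasi-likelihood F test, without covariates, on all 6 libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was past the threshold with an adjusted p below 0.05 and a fold change above 2, the limits that the study set for these livers. Log2 fold changes are I/R+Rk2 over I/R, and standard errors were obtained by dividing the absolute log2 fold change by the square root of the F statistic. Normalised counts are counts per 1000000 (CPM) of the TMM-scaled library size. Means are given with the standard deviation (SD) of the 3 livers of a group.

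Before the data were examined, 12 genes were fixed for report (Tnf, Il1b, Il6, Ccl2 and Cxcl10 for inflammation, Bax and Bcl2 for cell death, and Akt1, Foxo1, Gsk3b and Bad for the AKT cascade, among them), together with 32 gene lists, the threshold, the alternatives and the rule for the other genes named. That rule takes the 5 largest rises and the 5 largest falls in log2 fold change among genes past the threshold whose livers of one group all lay above those of the other and whose higher group had a mean of at least 100 counts per library, and at most the 3 members with the smallest p of any list. Some genes that these choices select are not reported here, though they stayed in every test and count. Genes outside the rule are said to have been chosen after their values were seen. Lists with at least 3 tested members were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, and adjusted over the 31 lists tested. The B cell marker list had 0 tested members. Camera with an estimated correlation and fry were run beside it. A list's value is the median log2 fold change of its tested members, and its score in a library is the mean of log2(CPM + 1) over them. Of the lists, 2 were taken from genes that the study displayed for these same livers, so they are not independent evidence.

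Total counts ran from 16809613 to 35618074 per library. At that depth, the level that 3 counts stand for lay between 0.0888 and 0.184 CPM, and a fold change against a group whose libraries were all at or under 3 counts was computed against that level and given as a lower bound. Such limits cover counting error only, since PCR copies are not independent molecules. Libraries of one group were compared by a chi-square statistic per degree of freedom over genes with at least 20 counts in the pair. It ran from 31.4 to 74.8, so no pair came near sampling noise and each library was counted as 1 replicate.

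Alternatives were relative log expression and upper-quartile scaling, library size alone, no filter (every gene with at least 1 count), at least 10 counts in every sample, DESeq2 1.42.0, a replicate block, each liver left out in turn, and limma on log2(FPKM + 1) with and without a mean FPKM of at least 1 and on log2(FPKM + 0.1). For counts of genes, an adjusted p below 0.05 with no fold limit and glmTreat against a fold change of 1.5 were added, and for lists the removal of a length trend, with length taken from the ratio of counts to FPKM. Removal of a trend on transcript length or GC content from GENCODE M21 was chosen after seeing the data. Each such trend was fitted by loess (span 0.5) to every library's deviation from the mean of the 6 and entered as an offset.

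The fits were tested on simulated data drawn for the real genes, means and library sizes, with 200 genes changed. Rises and falls were equally likely, and every gene was given the same length for FPKM. The rates below therefore do not cover data with many and mostly lower changes, or real transcript lengths in the FPKM fits. The edgeR fit recovered 179 of the 198 changed genes it tested and called 4 unchanged genes among 12256 tested. DESeq2 recovered 176 of 200 among 12411 genes, limma on log2(FPKM + 1) 146 of 163 among 10460, and glmTreat 167 of 198 among 12256. The 15 other fits of the alternatives (scalings, filters, replicate block, each liver left out, the other FPKM settings and GC trend) recovered 73.5% (log2(FPKM + 1) with no filter, 12411 genes) to 98.2% (log2(FPKM + 0.1), 10460 genes) of the changed genes tested and called at most 6 unchanged genes. When a length trend was added to 1 group, 125 unchanged genes were called, against 2 once the trend was removed. In simulated lists of 15 genes, camera, camera with estimated correlation and fry each called all 20 shifted lists, and of 20 unshifted lists they called 0, 0 and 1. The simulated genes were drawn independently of one another, so this does not show which treatment of inter-gene correlation is right for the real lists.

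Gene coordinates were looked up by symbol in GENCODE M21 (build GRCm38), which holds 98.3% of the names in the count table. They describe that annotation and not necessarily the one the authors used.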

Results

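The transcriptomes of 6 mouse livers were measured by RNA sequencing after partial hepatic ischemia and reperfusion, 3 from mice given vehicle (I/R) and 3 from mice given ginsenoside Rk2 (I/R+Rk2). The only comparison that the design allows is I/R+Rk2 against I/R, which addresses whether Rk2 changes the expression of inflammation and cell death genes in the injured liver and whether genes of the AKT cascade move with it. The deposited counts summed to 16809613, 25077403 and 24783818 in I/R replicates 1 to 3 and to 24398284, 35618074 and 17816979 in I/R+Rk2 replicates 1 to 3. The 50 most abundant genes held between 40.1% and 47.8% of a library's counts. TMM factors were 1.14, 1.02 and 1.01 in the I/R libraries and 0.976, 0.949 and 0.914 in the I/R+Rk2 libraries, so they differed by group.

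The 2 groups were separated along the first principal component of log2 CPM, which carried 66.9% of the variance, while the second carried 11.5%. Spearman correlations across genes ran from 0.976 to 0.985 between livers of one group and from 0.923 to 0.949 between livers of different groups. I/R+Rk2 replicate 1 had the highest mean correlation with the other group in its own group, at 0.942. With log2(FPKM + 1) the first component carried 70.2%, and with the 500 most variable genes 69.7%, and the groups stayed apart on it in both.

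**Figure D1:**
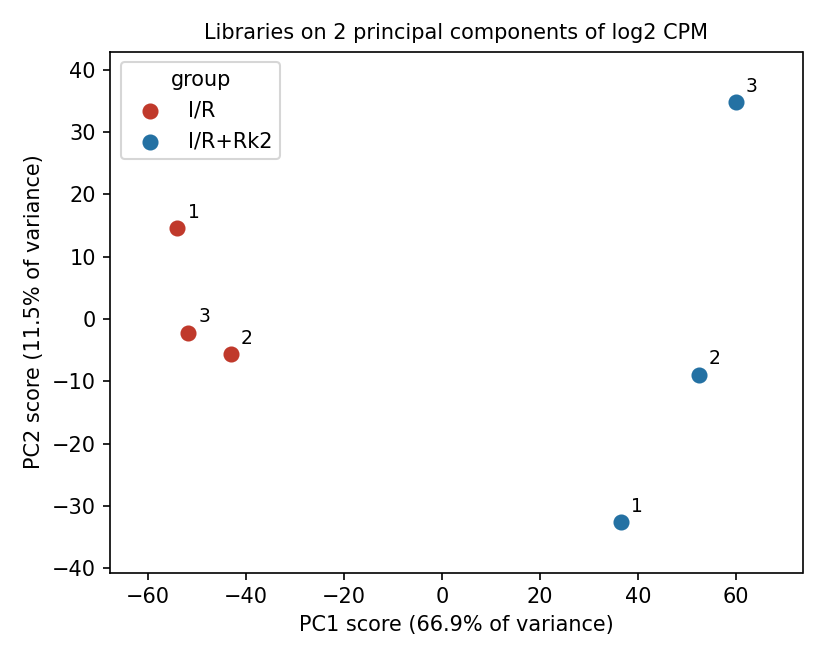
Scores of the 6 libraries on the first and second principal components of log2 CPM (unitless axes, with the share of variance), numbered by replicate and coloured by group. The I/R livers lie between -53.96 and -43.1 on the first component and the I/R+Rk2 livers between 36.56 and 59.93.

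Of 12411 genes tested, 1813 (14.6%) passed the threshold of an edgeR adjusted p below 0.05 and a fold change above 2. Of these, 393 were higher and 1420 (78.3%) were lower in I/R+Rk2. Without the fold limit, 5454 genes passed, 2516 higher and 2938 (53.9%) lower, so the excess of lower genes lay among the larger changes. In 1802 of the 1813 genes (99.4%) the livers of one group all lay above those of the other, against 57.4% of all tested genes and 10% by chance. The median log2 fold change over all tested genes was -0.01. The alternative that lowered the count most was limma on log2(FPKM + 1) with a mean FPKM of at least 1, which gave 901 genes. With library size alone, the split was 246 higher and 1795 lower (87.9% lower), and the median of all genes moved to -0.17.

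Among genes past the threshold with at least 100 counts on average in the higher group, the largest falls by fitted log2 fold change were those of Zbtb9, Sult1e1, Syt12, Ms4a4a and Vcan. Syt12 (chromosome 19, 4445908 to 4477447) had 138 ± 34.0 CPM in I/R and 1.49 ± 0.348 CPM in I/R+Rk2 (SD, n = 3), a log2 fold change of -6.54 with a standard error of 0.28 and an edgeR adjusted p of 0.000132. Sult1e1 (chromosome 5, 87575969 to 87591594) went from 13.2 ± 2.58 to 0.0493 ± 0.0855 CPM, with 285, 261 and 362 counts in the I/R livers and 0, 5 and 0 in the I/R+Rk2 livers. Vcan (chromosome 13, 89655312 to 89742509) went from 26.8 ± 3.65 to 0.576 ± 0.246 CPM, a log2 fold change of -5.61. Ms4a4a (chromosome 19, 11375523 to 11392790), which belongs to a family of close relatives, went from 5.42 ± 0.911 to 0.0701 ± 0.121 CPM. Zbtb9 (chromosome 17, 26973167 to 27008376) had 121, 181 and 169 counts in the I/R livers and 0 in each I/R+Rk2 liver, at least 36.4-fold lower, but it shares exon positions with Ggnbp1 on the same strand. The summed counts of both genes were 10.1 ± 0.358 CPM in I/R and 10.6 ± 0.624 CPM in I/R+Rk2, a log2 fold change of 0.08 (standard error 0.11, edgeR adjusted p = 0.567), so the fall of Zbtb9 is uncertain and its rank is not comparable with the others.

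Among the 5 largest rises were those of Gins2, Pnpla3, 3110062M04Rik and Slc26a10. Pnpla3 (chromosome 15, 84167837 to 84187236) rose from 0.482 ± 0.767 to 4.98 ± 1.18 CPM, a log2 fold change of 3.28 with an edgeR adjusted p of 0.0241, and I/R replicate 2 held 35 of its counts against 0 and 2 in the other I/R livers. It did not pass in DESeq2 (0.079), without I/R replicate 3 (0.0652) or without I/R+Rk2 replicate 2 (0.0713), and its log2 fold change ran from 2.76 to 6.64 when 1 liver was left out, the latter without I/R replicate 2. Over its alternatives the adjusted p ran from 0.00213 to 0.079; such ranges, here and below, take in the p-values of edgeR, DESeq2 and limma. Gins2, 3110062M04Rik and Slc26a10 had their highest counts in I/R+Rk2 replicate 2. Gins2 had 14, 340 and 49 counts in the I/R+Rk2 livers against 4, 2 and 12 in the I/R livers, and its log2 fold change of 4.15 fell to 2.74 without that liver (edgeR adjusted p = 0.0599). It also lost its call without I/R replicate 1 (0.0713), without I/R replicate 2 (0.0674) and on log2(FPKM + 1) with no filter (0.214), while the lowest adjusted p over its alternatives was 3.83e-05. For 3110062M04Rik the counts were 24, 318 and 136 against 17, 21 and 10, and without I/R+Rk2 replicate 2 the log2 fold change was 2.71 (edgeR adjusted p = 0.0545). It also lost its call without I/R replicate 1 (0.0523), without I/R replicate 3 (0.0622), with the replicate block (0.0516) and on log2(FPKM + 1) with no filter (0.0935), while the lowest was 3.70e-05. For Slc26a10 they were 37, 389 and 92 against 20, 20 and 15, and without that liver the log2 fold change of 2.97 fell to 2.14 and still passed, while without I/R replicate 3 (edgeR adjusted p = 0.0508) and on log2(FPKM + 1) with no filter (0.133) it did not, and the lowest was 1.82e-05. Gins2 shares exon positions with Gse1, Pnpla3 with Gm49513 and Slc26a10 with B4galnt1. Among the falls, Syt12 shares them with A930001C03Rik. Reads of those neighbours could have been counted for these genes.

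The inflammation question was first addressed with 5 genes fixed in advance. Il1b fell from 99.9 ± 2.91 to 11.4 ± 5.16 CPM, a log2 fold change of -3.13 with a standard error of 0.30 (edgeR adjusted p = 0.000568). Ccl2 fell from 48.1 ± 5.95 to 7.29 ± 1.98 CPM, a log2 fold change of -2.73 with a standard error of 0.21 (edgeR adjusted p = 0.000296). Il6 fell from 4.61 ± 1.32 to 1.17 ± 0.425 CPM, a log2 fold change of -1.95 with a standard error of 0.34 (edgeR adjusted p = 0.00421). Cxcl10 fell from 28.1 ± 1.65 to 17.98 ± 3.76 CPM, a log2 fold change of -0.64 (edgeR adjusted p = 0.0142), and was no longer significant without I/R replicate 3 (0.0549) or without I/R+Rk2 replicate 2 (0.0565), the highest value over its alternatives, which began at 0.00222. Tnf went from 2.33 ± 0.978 to 1.10 ± 0.542 CPM with overlapping groups and did not pass (log2 fold change -1.09, edgeR adjusted p = 0.0813). It passed without I/R+Rk2 replicate 1, with a log2 fold change of -1.59 (edgeR adjusted p = 0.0275, the lowest over its alternatives, which reached 0.269 with a log2 fold change of -0.721 without I/R replicate 3). Of the 12 preset genes, 6 had an adjusted p below 0.05 over all genes tested (4 without I/R replicate 3 and 8 without I/R+Rk2 replicate 1), and 6 when adjusted over the list alone.

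**Figure D2:**
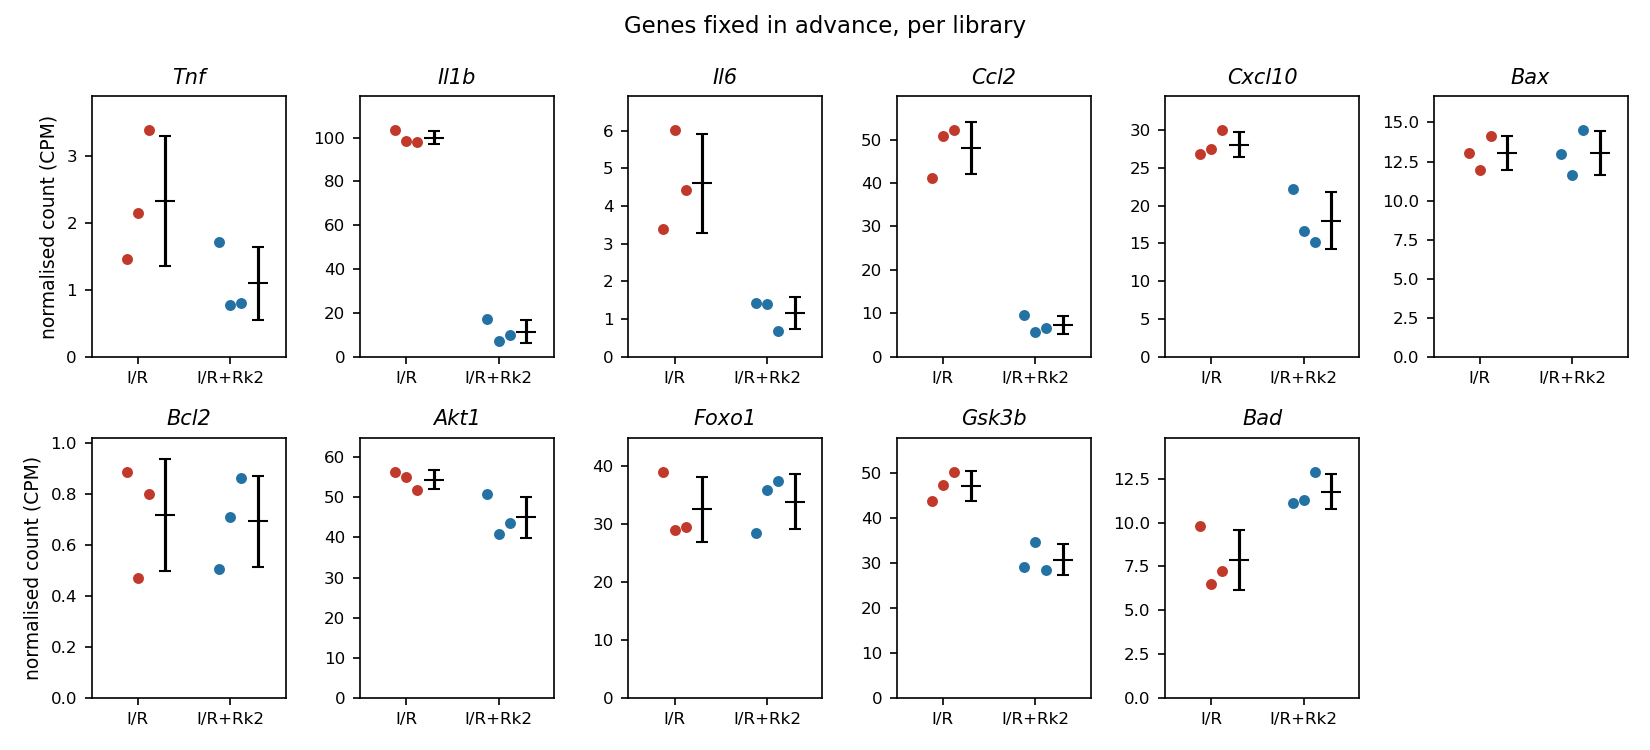
Normalised counts (CPM, linear axes from 0) of 11 of the 12 preset genes in each library, with the group mean and SD (n = 3) in black beside the points. Il1b, Ccl2 and Il6 are lower in all I/R+Rk2 livers than in any I/R liver, while the groups overlap for Tnf, Bax, Bcl2 and Foxo1.

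All 29 tested inflammation genes that the study displayed for these livers were lower in I/R+Rk2 under TMM and under each other scaling. Their median log2 fold change was -2.77 (camera adjusted p = 3.93e-33), and also -2.77 with Il11, which had 0 counts in the I/R+Rk2 livers, set to its bound. Of them, 29 had an adjusted p below 0.05 over all genes and 29 when adjusted over the list alone, which is not independent evidence, since the study displayed them for these livers. The members with the smallest p were Ccr2, Il18rap and Il33, with log2 fold changes of -4.41, -3.57 and -4.01. In the independent list of NF-κB target genes, 18 of 20 members were lower, with a median of -1.09 (camera adjusted p = 8.23e-06), led by Vcam1 (-1.47), Nfkb2 (-1.39) and Relb (-1.59). Adjusted over the list alone, 14 of the 20 passed, and 14 passed over all genes. The 5 cytokines of the study's qPCR panel, which are the 5 preset inflammation genes and include 3 of the NF-κB targets and 2 of the displayed genes, had a median of -1.95 (camera adjusted p = 0.000234).

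Marker lists of infiltrating cells fell alongside. All 15 monocyte markers were lower (median -2.89, camera adjusted p = 4.09e-20), led by Vcan, Ms4a6c (-4.33) and F13a1 (-5.15). All 18 neutrophil markers were lower (median -2.31, camera adjusted p = 2.13e-14), led by Slfn4 (-3.37), Clec4e (-3.10) and Trem1 (-2.79). The falls of these 18 were uneven, from -1.09 to -3.615, and 17 had an edgeR adjusted p below 0.05. All 13 tested Kupffer cell markers were lower too under TMM and with library size alone, but by less (median -0.49). With relative log expression 1 of the 13 was higher, and with upper-quartile scaling 2 were. The scores of this list did not overlap between the groups. The list did not pass (camera adjusted p = 0.172), although it passed in 6 of 19 alternatives. Among them was the fit without I/R replicate 2 (0.0456). Over the 19 alternatives the adjusted p ran from 0.0107 to 0.659. Endothelial (0.23), stellate (-0.21) and cholangiocyte markers (-0.53) did not pass either, with camera adjusted p-values of 0.367, 0.292 and 0.288. Leaving out 1 liver moved these medians to between 0.173 (without I/R replicate 2) and 0.365 (without I/R replicate 1), between -0.412 (without I/R+Rk2 replicate 3) and -0.1001 (without I/R replicate 3), and between -0.888 (without I/R+Rk2 replicate 1) and -0.349 (without I/R+Rk2 replicate 2). Single members did change: 10 of 14 endothelial, 6 of 14 stellate and 4 of 10 cholangiocyte markers had an edgeR adjusted p below 0.05. Endothelial members went both ways, with Lyve1 (-0.84) and Cdh5 (-1.17) lower and Clec4g (0.97) higher. The medians therefore do not show that these cells were unchanged. Only 3 of the 14 T and NK cell markers had enough counts for a test (median 0.17, camera adjusted p = 0.765), and their median ran from 0.00889 (without I/R replicate 1) to 0.458 (without I/R+Rk2 replicate 2).

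For cell death, the 17 genes that the study displayed were all lower, with a median of -2.03 (camera adjusted p = 1.81e-14), led by Ctss (-1.97), Map3k14 (-2.15) and Map3k5 (-1.11). Adjusted over the list alone 17 passed, and 17 over all genes, with the same limit that the study displayed them for these livers. The independent list of core apoptosis genes did not shift as a set. Of its 24 members, 13 were higher and 11 lower, with a median of 0.11 (camera adjusted p = 0.444), and the median was -0.04 with library size alone and 0.187 without I/R+Rk2 replicate 3. Under fry the list passed (0.0364). Single members did change in both directions, with Mcl1 (-0.87) and Casp8 (-0.76) among those lower, and 14 of the 24 passed, as many as when adjusted over the list alone. Transcripts of Bax (13.04 ± 1.07 against 13.03 ± 1.42 CPM) and Bcl2 (0.717 ± 0.220 against 0.692 ± 0.178 CPM) differed by less than the spread between livers, with edgeR adjusted p-values of 0.981 and 0.917. Their log2 fold changes changed sign when single livers were left out, running from -0.0792 (without I/R+Rk2 replicate 3) to 0.0729 (without I/R+Rk2 replicate 2) and from -0.292 (without I/R replicate 2) to 0.124 (without I/R replicate 1).

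For the AKT cascade, only transcripts were measured, not phosphorylation. Akt1 went from 54.4 ± 2.33 to 45.1 ± 5.11 CPM and did not pass (log2 fold change -0.27, edgeR adjusted p = 0.0679), but did so without I/R+Rk2 replicate 1 (-0.37, 0.0161), with library size alone (-0.43, 0.0362) and in the 3 FPKM fits. Over its alternatives the adjusted p ran from 0.0142 to 0.207. Foxo1 did not differ (32.5 ± 5.64 against 33.9 ± 4.81 CPM, edgeR adjusted p = 0.778), except with the transcript length trend removed (log2 fold change 0.39, edgeR adjusted p = 0.0448, the lowest over its alternatives, which reached 0.978). Its log2 fold change of 0.06 ran from -0.0149 (without I/R replicate 2) to 0.220 (without I/R replicate 1). Gsk3b fell from 47.1 ± 3.25 to 30.7 ± 3.44 CPM (log2 fold change -0.62, edgeR adjusted p = 0.00449), and its log2 fold change was -0.30 (0.0741) once the transcript length trend was removed, while the lowest adjusted p over its alternatives was 0.000143. Bad rose from 7.86 ± 1.72 to 11.8 ± 0.983 CPM (log2 fold change 0.58, edgeR adjusted p = 0.0305), and it lost significance in 4 of the 6 fits that left out 1 liver, with library size alone, in the FPKM fits and with the length trend removed. Its adjusted p ran from 0.0131 to 0.283. The list of cascade components had a median of -0.12 (camera adjusted p = 0.889), or -0.0554 without I/R+Rk2 replicate 3. With the transcript length trend removed, the median was 0.0389 (camera adjusted p = 0.311). Members of the list went both ways: Irs1 rose (1.58, edgeR adjusted p = 0.00226), Pik3ca fell (-1.04, 0.00329), and 8 of the 20 had an adjusted p below 0.05. The mouse counterparts of the PI3K-AKT genes displayed by the study for HuH7 cells, a human hepatoma line, had a median of -0.13 with 6 of 18 higher (camera adjusted p = 0.279), or -0.0600 without I/R replicate 3. It passed under fry (0.0245), its scores did not overlap between the groups, and 9 of the 18 had an adjusted p below 0.05, led by Creb3l2 (-1.22), Prkaa2 (0.92) and Jak2 (-1.06). Genes activated by FOXO1, a transcription factor that AKT restrains, had a median of 0.17 with 9 of 15 higher (camera adjusted p = 0.911), and from -0.281 (without I/R+Rk2 replicate 3) to 0.294 (without I/R+Rk2 replicate 1) when 1 liver was left out. Within that list Trib1 (-0.98) and Pdk4 (-0.89) fell and G6pc (2.12) rose. All 11 lipogenesis genes, targets of insulin and SREBP1c, were higher (median 1.17, camera adjusted p = 9.37e-05) under TMM and each other scaling, led by Mlxipl (1.05) and Fasn (1.74).

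Of the 31 lists tested, 14 had a camera adjusted p below 0.05, 9 of them lower. All 14 also held under fry, which called 22 lists (adding the core apoptosis, HuH7, Kupffer, stellate, cholangiocyte, heat-shock and immediate early lists and the circadian list of the Dbp and Rev-erb phase), but none of the 14 held with an estimated correlation, under which the smallest adjusted p was 0.186 and 4 lists had an unadjusted p below 0.05. The other lists that passed were acute-phase genes (median -0.75, 0 of 19 higher, camera adjusted p = 1.32e-11), hypoxia-induced genes (-0.84, 8.13e-05), p53 targets (-0.69, 0.0461), hepatocyte function genes (0.34, 0.00554), periportal genes (0.45, 0.0158), the circadian list of the Bmal1 phase (0.57, 0.0324) and haemoglobin genes (1.12, 0.00554), some of which are near-identical copies. The p53 list passed in 11 of 19 alternatives. It lost its call without I/R replicate 3 (0.0625), without I/R+Rk2 replicate 1 (0.167), without I/R+Rk2 replicate 3 (0.0532), with the replicate block (0.0517), with library size alone (0.0539), in both filtered FPKM fits (0.0671 and 0.0608) and with an estimated correlation (0.349), while its lowest adjusted p was 0.00348. The periportal list lost its call without I/R+Rk2 replicate 3 (0.0512) and with an estimated correlation (0.495), and its lowest adjusted p was 0.00261. The lists that did not pass had medians of -0.44 for heat-shock genes (0.0684), -0.21 for immediate early genes (0.103), 0.29 for interferon-stimulated genes (0.204), -0.19 for xenobiotic-response genes (0.367), -0.52 for the circadian list of the Dbp and Rev-erb phase (0.268), 0.30 for pericentral genes (0.444), 1.02 for proliferation genes with 4 tested members (0.415) and 0.01 for Y-linked genes (0.785). Without I/R+Rk2 replicate 1, the heat-shock list (0.0145) and the immediate early list (0.0343) passed. Leaving out 1 liver moved several of these medians by over 1.5 times: the Bmal1 phase to 0.298 without I/R+Rk2 replicate 3 and 0.861 without I/R+Rk2 replicate 1, the opposite phase to -0.257 without I/R replicate 3, immediate early genes to -0.0962 without I/R+Rk2 replicate 3 and -0.329 without I/R+Rk2 replicate 1, interferon-stimulated genes to 0.459 without I/R replicate 3, xenobiotic-response genes to -0.0115 without I/R replicate 2, pericentral genes to 0.134 without I/R+Rk2 replicate 1, proliferation genes to 0.184 without I/R+Rk2 replicate 3 and 1.54 without I/R replicate 1, and Y-linked genes to -0.0464 without I/R replicate 2 and 0.0819 without I/R+Rk2 replicate 1. Over all alternatives the heat-shock and immediate early lists passed in 10 and 3 of 19, with adjusted p-values of 0.0145 to 0.659 and 0.0229 to 0.659. The proliferation list passed in 1 of 16, on log2(FPKM + 1) with no filter (median 0.163, camera adjusted p = 0.043).

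**Figure D3:**
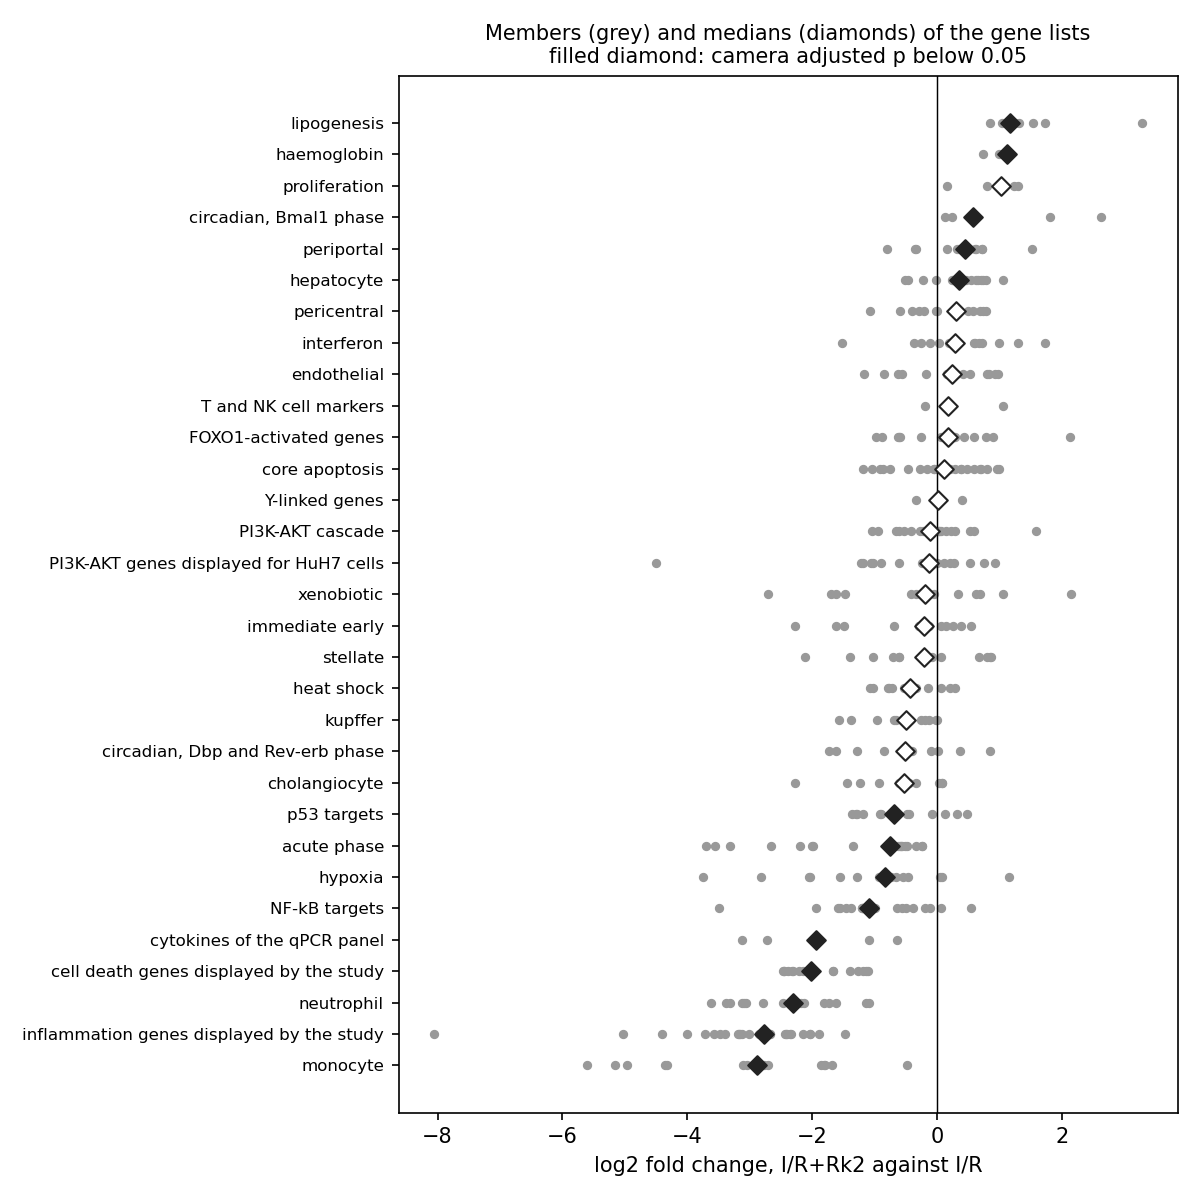
Log2 fold changes (I/R+Rk2 against I/R) of the tested members of each gene list in grey, with the median as a diamond that is filled where the camera adjusted p is below 0.05. The monocyte list lies lowest, with a median of -2.89, and the lipogenesis list highest, with a median of 1.17; the leftmost point is the fitted value of Il11, which is no bound.

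The direction of change depended on transcript length. Across the 12210 tested genes with a length in GENCODE M21 (98.4%), log2 fold change and length had a Spearman correlation of -0.233, in which genes are not independent replicates. In the fifth of genes with the shortest transcripts (204 to 1738 bases) the median log2 fold change was 0.25, and in the fifth with the longest (5054 to 123179 bases) it was -0.26. Each library's deviation from the mean of the 6 correlated with length at 0.232, 0.160 and 0.187 in the I/R livers and at -0.258, -0.161 and -0.154 in the I/R+Rk2 livers. With this trend removed, 1675 genes passed the threshold, 429 higher and 1246 lower, and 1515 of them were among the 1813.

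**Figure D4:**
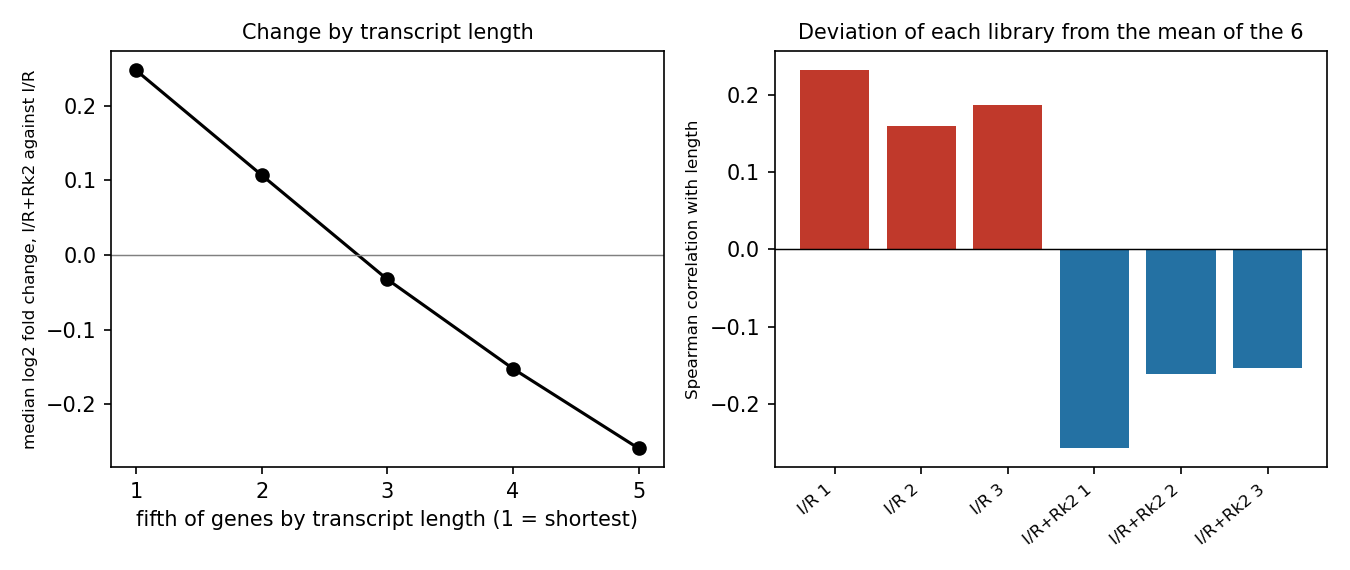
Left, median log2 fold change (I/R+Rk2 against I/R) in 5 equal groups of genes ordered by transcript length, falling from 0.25 to -0.26. Right, Spearman correlation across genes between transcript length and each library's deviation from the mean of the 6, positive in the 3 I/R livers and negative in the 3 I/R+Rk2 livers.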

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

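The removal of trends on transcript length and GC content was chosen after seeing the data; all other settings below were planned. The excess of lower over higher genes held in every setting run. The count of genes past the threshold ran from 1543 to 2012 across the fits that each left out 1 liver (higher, 271 to 442; lower, 1251 to 1570). Limma on log2(FPKM + 1) gave 901 genes with a mean FPKM of at least 1 (93 higher, 808 lower) and 921 with no filter (82 higher, 839 lower), and log2(FPKM + 0.1) gave 154 higher. The added constant shrinks the fold changes of weakly expressed genes, and FPKM carries no TMM scaling. Without a fold limit, 5454 genes passed (2516 higher, 2938 lower), by construction. With library size alone the genes higher fell to 246, since the median of all genes moved to -0.17. Of the 1813 genes, 1723 also passed in DESeq2 and 799 in limma on log2(FPKM + 1) with a mean FPKM of at least 1.

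The replicate numbers did not pair the livers: deviations of same-numbered livers from their group means correlated at -0.0559, 0.00522 and -0.0579. With a replicate block, 1690 genes passed, 354 higher and 1336 lower.

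For the lists, camera with an estimated correlation called 0 of the 14, 4 of which had an unadjusted p below 0.05, and fry called 22. The inflammation genes and the cell death genes displayed by the study kept their medians of -2.77 and -2.03 and the NF-κB targets theirs of -1.09, with adjusted p-values of 0.186, 0.186 and 0.368 under the estimated correlation. Under the other alternatives these 3 lists stayed past the threshold. The core apoptosis median of 0.11 passed under fry (0.0364), and was -0.0411 with library size alone and -0.00565 with log2(FPKM + 1) and no filter.

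Some values near 0 changed sign. The HuH7 list was at 0.0492 and the T and NK list at -0.104 with the length trend removed, using length from counts and FPKM. With the trend on transcript length from GENCODE M21 removed, they were at 0.121 and -0.0408. The list of AKT cascade components was then at 0.0389. The FOXO1-activated list ran from -0.281 (without I/R+Rk2 replicate 3) to 0.294 in the leave-one-out fits, and was at -0.0826, -0.137 and -0.0862 in the FPKM fits with constants of 1 and 0.1 and with no filter. The pericentral list was at -0.116 and -0.150 with constants of 1 and 0.1. The Y-linked list was at -0.156 with library size alone, -0.00820 with at least 10 counts in every sample, -0.127 in the unfiltered FPKM fit, and from -0.0464 to 0.0819 in the leave-one-out fits. Bax was at 0.00863 with relative log expression, 0.0484 with upper-quartile scaling, 0.00812 in DESeq2 and from -0.0792 to 0.0729 in leave-one-out fits. Bcl2 ran from -0.292 to 0.124 in such fits and was at 0.225 with the transcript length trend removed. Foxo1 was at -0.116 with library size alone, from -0.0149 to 0.220 in leave-one-out fits and -0.0790, -0.0952 and -0.0790 in the FPKM fits. At these settings none had an adjusted p below 0.05, and the cause was not tested.

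All 10 genes with the largest changes had an adjusted p below 0.05, and 4 did so with at least 10 counts in every sample, since the others then left the test. The mean correlation between groups was 0.933, against 0.954 on log2(FPKM + 1) and 0.558 on the 500 most variable genes, which were selected for their differences. Over all alternatives, calls on single genes turned weaker 26 times and stronger 7 times, and calls on lists weaker 22 times and stronger 25 times. The rounding of counts limits genes with a few counts, such as Bcl2.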

Other observations

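Tests on the length trend, on Zbtb9 and other genes near 0 in one group, on the acute-phase and lipogenesis lists, and on the length trend as a source of the inflammation result were chosen only after the result was seen, as was the way in which the length and GC trends were removed in the tests on the excess of lower genes; what these 2 removals and the remaining tests would show was written beforehand.

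More genes were lower than higher in I/R+Rk2, and the real grouping gave more genes past the threshold than any other. Of the 10 splits of the 6 livers into 3 and 3, only 1, the real one, gave as many as 1813 genes, and the other 9 gave 0, with 97 to 268 genes at an unadjusted p below 0.05, against 6550 in the real one. With 10 splits the share cannot go under 0.1, so chance in the assignment of livers stays formally open. The other 9 splits each mix livers of both groups, so a group difference counts there as spread within groups. Such splits would call few genes whenever the groups differ for any reason, and their counts do not bear on direction. The excess of lower genes stayed after the 50 most abundant genes were left out (1427 lower, 384 higher), after all libraries were thinned to the smallest total (1396 lower, 362 higher), after the transcript length trend was removed (1246 lower, 429 higher) and after the GC trend was removed (1333 lower, 446 higher). These tables argue against each of these as the whole source. An effect of Rk2 stays among the open explanations, beside any difference in handling between the mice that followed the groups, which was not tested. The paper assigned mice at random. With Rk2 it reported lower serum transaminases, less necrosis, and fewer apoptotic and CD11b-positive cells. Less injury may therefore be part of an effect of Rk2, but the injury of each sequenced liver was not given.

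The inflammation and leukocyte lists fell most. A lower share of all cells other than hepatocytes would lower the markers of each such cell type alike, but the monocyte score fell relative to the Kupffer, endothelial, stellate and cholangiocyte scores in each case, and the smallest of the 4 relative changes was -1.888 on the log2 scale (against Kupffer cells), with SDs between livers of 0.0975 to 0.434 and no overlap of the groups in any of the 4 contrasts. Members of the endothelial and stellate lists changed in both directions, so the scores of these lists are no fixed reference. Less blood in the tissue would lower the haemoglobin genes, but all 5 were higher, with a median of 1.12. The length trend was not the source either, since with it removed the inflammation list had a median of -2.92 and the monocyte list also one of -2.92 (adjusted p = 1.61e-36 and 3.47e-21, camera). Time of day cannot be told apart from the treatment. The circadian list of the Bmal1 phase was higher and the opposite phase had a median of -0.52, but its members went both ways, with Tef, Per1 and Per3 lower and Hlf and Nr1d1 (chosen after their values were seen) higher, and the labels give no hour of collection. A smaller influx of monocytes and neutrophils is a candidate explanation for the marker lists, as a hypothesis. The paper reported fewer CD11b-positive cells in the ischemic area with Rk2, which goes with this hypothesis, but cell numbers were not measured in these data. None of the 15 monocyte or 18 neutrophil markers is on another list or among the genes the study displayed. In the I/R+Rk2 livers 7 monocyte and 13 neutrophil markers still averaged at least 1 CPM. No uninjured liver was analysed here, so what the tissue expresses without infiltrating cells is open.

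A loss of leukocyte transcripts does not account for all that fell, although an indirect effect of fewer leukocytes on hepatocyte genes was not tested. Acute-phase genes that hepatocytes make were lower too: without Saa3, Lcn2, Steap4, Mt1 and Mt2, all 14 remaining members fell, with a median of -0.59, and their score fell by 0.943 against SDs of 0.143 and 0.220. Saa1 and Saa2, near-identical copies chosen after their values were seen, went from 1804 ± 398 to 286 ± 115 CPM and from 1680 ± 284 to 169 ± 65.1 CPM (SD, n = 3).

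The dependence on transcript length may deserve a closer look. It stayed after leaving out 280 ribosomal protein and respiration genes (Spearman correlation -0.22 across genes) and after removal of the GC trend (-0.21), which argues against these genes or GC content as its whole source. A loss of leukocyte transcripts cannot be told apart: among 48 members of the hepatocyte, pericentral and periportal lists the correlation was -0.0443 (p = 0.765), and so few genes would hide a weak trend. With the genes cut into 3 equal groups by expression, it was weaker in the lowest (-0.112) than in the middle (-0.295) and the highest (-0.298). A difference in RNA integrity or library preparation between the groups cannot be told apart from a biological change, because the libraries split by group: the lowest correlation with length in an I/R library exceeded the highest in an I/R+Rk2 library by 0.313, and neither integrity values nor reads were used here. In the self-test a length trend of this kind added false calls, so moderate changes of long or short transcripts, such as that of Gsk3b, are the ones to check first.

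The fall of Zbtb9 may be a matter of read assignment. Zbtb9 (26973167 to 27008376) and Ggnbp1 (26973217 to 27036378) overlap on chromosome 17 and share exon positions. Ggnbp1, chosen after its values were seen, rose from 3.35 ± 0.177 to 10.6 ± 0.624 CPM while Zbtb9 went to 0, and the sum did not change (log2 fold change 0.0818). This is consistent with reads being credited to one gene in one group of libraries and to the other gene in the other group. Shared exon positions do not cover most of a wider set: 23 genes had at most 3 counts in every I/R+Rk2 liver and at least 20 on average in I/R, and 0 genes showed the opposite. Of the 23, 4 (17.39%, exact 95% interval 4.95% to 38.8%) share exon positions with another gene, against 36.8% of the other genes tested (two-sided Fisher's exact test, p = 0.0806). Reads counted for a gene of similar sequence cannot be told apart from real falls in general. For 15 of the 23, no gene holding at least 10% of their 31-base words was found in GENCODE M21, so no sum could be formed. Of the 8 with such a gene, 3 (Chil4, Gml and Sprr2b) still fell by more than a factor of 2 when its counts were added, and 5 (Zbtb9, Cyp3a57, 1700047I17Rik2, Fam177a and Mmp24) did not, although a sum dominated by an abundant relative would hide a real fall. All of these but Zbtb9 were chosen after their values were seen, as was Nos2, which is among the 15 and shares no exon positions, with 44, 72 and 127 counts in I/R and 0 in each I/R+Rk2 liver.

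All 11 lipogenesis genes and G6pc rose together. Higher AKT activity acting through FOXO1 predicts lower FOXO1-activated genes, and their median was 0.17 with members going both ways, so that explanation cannot be told apart from others such as feeding, which was not tested. Transcripts alone do not report on AKT phosphorylation.

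Transcripts of the lymphocyte markers with a row in the count table were nearly absent from all 6 libraries. Ighm, Ighd and Igkc, also on the B cell list, had no row there, so their expression is open. The 7 B cell markers found in the count table summed to 10, 24 and 35 counts in the I/R livers and 30, 60 and 22 in the I/R+Rk2 livers, and the 13 T and NK cell markers to 55, 122 and 117 and to 175, 165 and 46. Within the I/R+Rk2 group, replicate 1 had the highest neutrophil score (2.66, against 2.03 and 1.81) and the highest monocyte score (2.72, against 2.28 and 2.35).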
